A study of Mus musculus with 4 samples. Its data were reported in "Single-cell and spatial transcriptomic profiling of cardiac fibroblasts following myocardial infarction" (2026).

How the data were processed

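Spatial gene expression was measured with Visium arrays on sections of 4 mouse hearts: 1 uninjured control, 1 heart 3 days after myocardial infarction (3 dpi) and 2 hearts at 5 dpi. The values deposited by the authors are raw UMI counts per gene and spot, with no normalization, made with Space Ranger from an Ensembl-based mouse reference to which a GFP sequence was added. Spots under tissue were picked by hand by the authors and are marked in the position files. The counts cover 21885 genes, 13 of them mitochondrially encoded, on an array of 4992 spots. The files give gene symbols and Ensembl identifiers but no genome positions, so none are given.

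The 5 dpi sections are named by their labels, female and male, because sex-linked genes do not go with these labels. In the section labelled male the matrix holds 623 spots that are not marked as lying under tissue, and these were left out. Spots were kept with at least 500 UMIs, at least 250 genes and at most 50% mitochondrial UMIs. This left 1146 spots in the control, 1741 at 3 dpi, 1535 in the 5 dpi section labelled female and 1423 in the section labelled male, with 6250183, 10656544, 11010109 and 9701545 UMIs. Expression as CPM, the count of a gene scaled to a fixed total per section or zone, was taken over UMIs outside mitochondrially encoded genes.

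Zones were set from 12 cardiomyocyte marker genes, since the thresholds used in the study are not stated. A spot was low in cardiomyocyte RNA when the share of these genes in its non-mitochondrial UMIs was under 0.5 times the 90th percentile of that share in its own section. The infarct zone (IZ) was made of low spots in connected patches of at least 10 spots. Border zone 2 (BZ2) lay within 2 spot steps of the IZ, border zone 1 (BZ1) 3 to 4 steps away, and the remote zone (RZ) farther out. Low spots in smaller patches were left out of the zones.

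UMIs were summed per zone and section, and the 12 sums of the 3 infarcted sections were compared with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by its quasi-likelihood test, with TMM scaling, the default filter on low counts and the section as a block, because the zones of 1 section come from 1 heart. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Hearts, not spots, are the replicates. The test was tried on simulated data with 197 genes changed in each comparison: it recovered 90.9%, 77.7% and 79.2% of them for IZ against RZ, BZ2 against RZ and IZ against BZ2, and 5.79%, 6.13% and 6.02% of its calls were false. The simulation gave all genes 1 dispersion and changed 197 of 9676 tested genes for IZ against RZ. In the data 5257 of 10013 genes passed in that comparison, so these rates may not hold for the data. The control has no infarct and entered no test between zones.

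A panel of 10 genes was reported in full: 6 markers of reparative cardiac fibroblasts (RCFs) named in the study, and Aspn, Ltbp3, Col1a1 and Acta2. Besides these, each comparison names the 5 genes with the highest and the 5 with the lowest log2 fold change among those past the threshold, with the same direction in 3 of 3 sections and a mean of at least 50 CPM in 1 of the zones, cardiomyocyte markers left out. The RCF list holds only these 6 markers, because the longer signature of the study was not available, so its score is not that of the full program. The D1 list (43 genes) and the D2 list (57 genes, 56 of them matched) are the velocity-ranked gene groups, which came from single-cell data of other hearts. The study describes more ranked genes than these lists hold, so D1 and D2 stand here for the listed genes alone. The lists were named by their sheets, whose column headings carry the opposite names, because Aspn and Ltbp3, placed in D2 by the study, are in the sheet named D2. Fndc1, which the study also places in D2, is in neither sheet, so the naming is not certain. In the control, 4 D1 genes and 15 D2 genes reached 50 CPM, against 0 RCF genes, and 1 RCF gene is also in D2. Marker lists were written for border cardiomyocytes, fibroblasts, macrophages, neutrophils, lymphocytes, endothelial, mural, mesothelial, erythroid, atrial and cycling cells, and 4 Y-linked genes served as sex markers.

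Spots were scored by an implementation of the AUCell method in Python 3.11.15 (NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3), as the area under the recovery curve over the top 5% of genes, 1095 genes, with ties broken at random. The median log2 ratio of each list between zones was set against 10000 random lists matched on mean expression in 20 bins. Spot classes for Postn, Aspn and Cthrc1 were counted after thinning each spot to 2462 UMIs, the 10th percentile of the section with the lowest median (random seed 7), at 1 UMI or more. Spots with fewer UMIs were left out of thinned classes and scores, 115 in the control, 281 at 3 dpi, 160 in the 5 dpi section labelled female and 56 in the section labelled male. This equals total UMIs only: thinned IZ spots held a median of 1.56, 1.72 and 1.37 times the non-mitochondrial UMIs of RZ spots in the 3 infarcted sections. Spots were therefore also thinned to 1534 non-mitochondrial UMIs, set in the same way, which left out 115, 226, 93 and 28 spots. Differences in score between zones have 3 sections, for which a sign-flip test cannot go below a two-sided p of 0.25, so no p is given. Whole sections were compared without a test, because the control and 3 dpi groups hold 1 section each.

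Intervals are 95% intervals, exact Clopper-Pearson for shares and Poisson for counts, and cover counting error only. A count of 0 was set at a floor of 3 counts for folds and limits.

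The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, no block, only the 2 compared zones in the fit, cardiomyocyte markers and mitochondrial genes left out, limits of 0.333 and 0.667 in place of 0.5, a limit at percentile 1 of the control, small patches kept, border zones from border cardiomyocyte genes (above the 80th and 60th percentiles), no quality filters, other score settings and denominators, unthinned spots, at least 2 UMIs, and leaving out each section in turn. Samples, lists, the zone rule, the rule for named genes and these alternatives were fixed before the data were examined. The use of all spots of each matrix, the thinning on non-mitochondrial UMIs, the omission of genes from the D2 to D1 ratio and the comparison of RCF genes within the IZ were added afterwards.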

Results

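Polyadenylated RNA was captured on a grid of spots, each of which can cover several cells, on sections of hearts from mice that carry a GFP reporter for Col1a1, a collagen gene of fibroblasts. The sections were 1 control, 1 at 3 dpi and 2 at 5 dpi, 1 of them labelled female and 1 labelled male. The matrices hold 6372017 UMIs for the control, 10724148 at 3 dpi, 11271893 in the 5 dpi section labelled female and 12130474 in the section labelled male. Kept spots had a median of 4967.5, 6017, 6935 and 6532 UMIs in the same order, and 1249, 1857, 2208 and 2101 genes. Mitochondrial UMIs made up 40.1% in the control, 21.4% at 3 dpi, and 13.3% and 14.3% at 5 dpi. The control and 3 dpi groups have no replicate.

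The 4 Y-linked genes were counted to check the sex labels. They gave 0 UMIs in the control and at 3 dpi, 704 (95% interval 653 to 758) in the 5 dpi section labelled female and 1 in the section labelled male. In the section labelled female, 34.1% of spots held such a UMI. At the level of that section, 614 UMIs would have been counted in the section labelled male. The GFP transcript was at 688 CPM in the control, 1923 at 3 dpi, and 6389 and 6509 at 5 dpi. Col1a1 was at 91.4, 2299, 5330 and 3272 CPM.

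The division into zones asks how far cardiomyocyte loss extends in each section. The IZ took up 50.7% of kept spots at 3 dpi (interval 48.3 to 53.0), 69.1% in the 5 dpi section labelled female (66.7 to 71.4) and 48.1% in the section labelled male (45.4 to 50.7). In the control it took up 0 of 1146 spots, which allows a share of up to 0.321%. With the limit at percentile 1 of the control, the setting that moved these shares most, they were 70.3%, 85.5% and 71.3%. RZ held 380, 200 and 533 spots, BZ1 155, 97 and 92, and BZ2 301, 136 and 104. Border cardiomyocyte markers were highest in BZ2, at 29359 CPM at 3 dpi and 45997 and 42487 CPM at 5 dpi, against 10916, 19338 and 15404 CPM in RZ and 4681 CPM in the control. Mitochondrial UMIs fell from 38.2% in RZ to 9.92% in IZ at 3 dpi, and from 41.3% to 4.85% and 27.5% to 3.30% at 5 dpi.

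**Figure D1:**
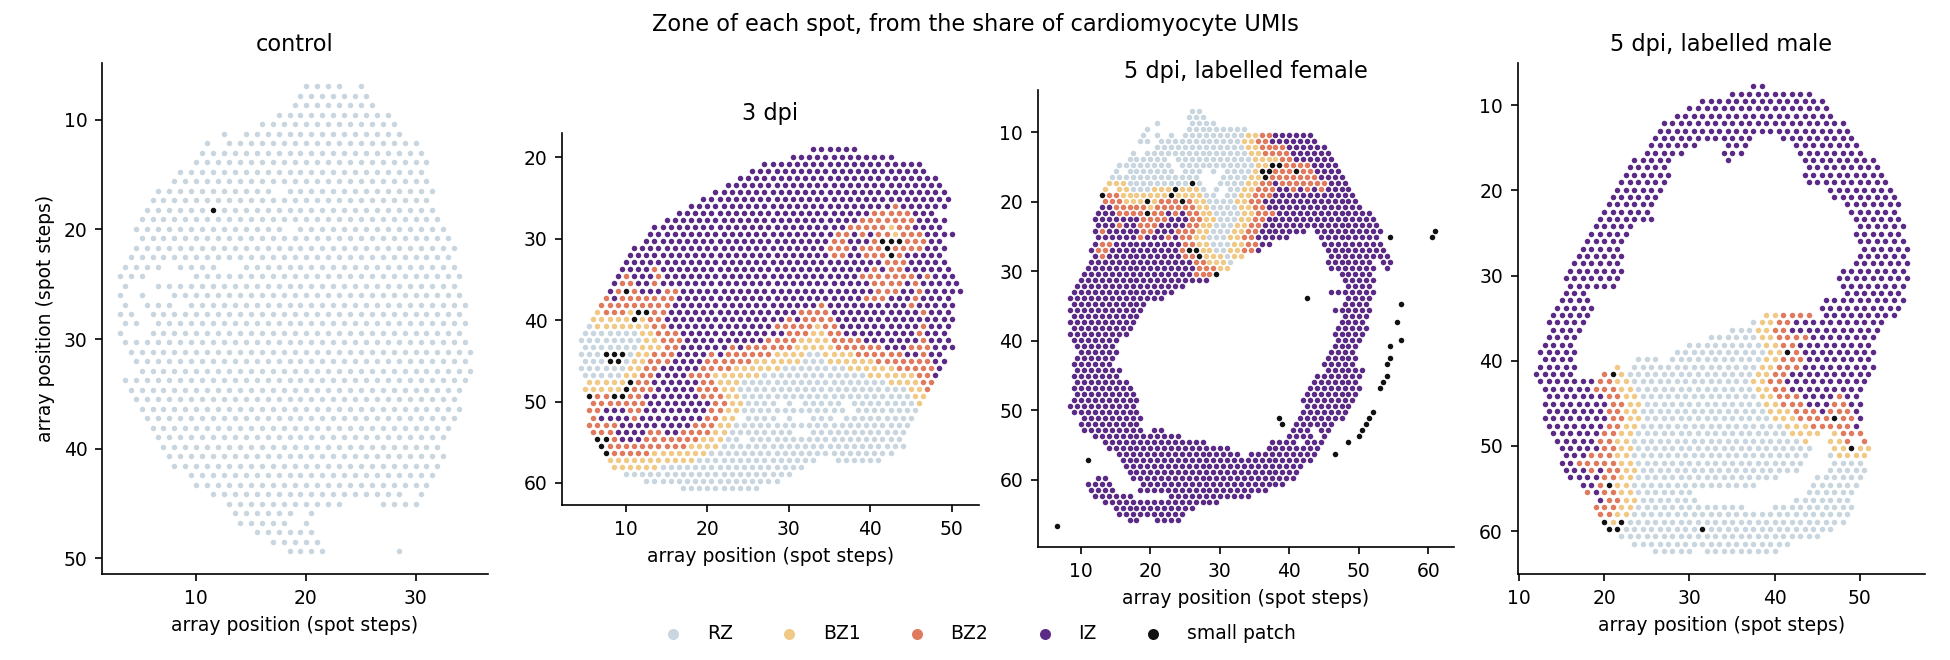
Array position of each kept spot, in spot steps on both axes, coloured by zone, for the 4 sections. The IZ covers 0% of spots in the control, 50.7% at 3 dpi, and 69.1% and 48.1% at 5 dpi.

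The comparison of IZ with RZ asks which genes mark the infarct within a heart. Of 10013 genes tested, 5257 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2730 of them higher in IZ and 2527 lower, and 4686 went the same way in 3 of 3 sections. The count moved most when the 5 dpi section labelled male was left out, to 4255. TMM scaling shifts log2 changes by −0.40 for IZ against RZ, −0.16 for BZ2 against RZ and −0.24 for IZ against BZ2 relative to CPM, and the fold changes of the test are given after this shift. Directions within sections were taken from CPM before the shift. Genes with small changes can therefore miss the count of 3 of 3 sections by scaling alone. Arg1 (ENSMUSG00000019987) had the highest log2 fold change under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6.04 (SE 0.34, adjusted p 4.93e-14, higher in 3 of 3 sections). Spp1, Gpnmb, Acp5 and Adam8 followed at 5.85, 5.11, 4.62 and 4.54. The lowest was Lrtm1 (ENSMUSG00000045776) at −5.14 (SE 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p 5.41e-13, lower in 3 of 3 sections), before Kcnip2 at −5.05, Rpl3l at −4.83, Hrc at −4.82 and Car14 at −4.76. The IZ was set by low cardiomyocyte RNA in these same data. A fall of further cardiomyocyte genes in the IZ therefore follows from the zone rule and is not independent of it.

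The comparisons with BZ2 ask where between remote and infarcted tissue the changes lie. Between BZ2 and RZ 852 genes passed the same test, 395 higher and 457 lower in BZ2, and 846 went the same way in 3 of 3 sections. This count fell to 59 without the block for sections and to 187 without the 5 dpi section labelled female. It was 451 without the section labelled male. Sprr1a (ENSMUSG00000050359) rose most, by a log2 of 2.52 (SE 0.19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p 5.53e-08, 3 of 3 sections), before Cthrc1 at 2.50, Serpinb1a at 2.38, Col12a1 at 2.19 and Ltbp2 at 1.99. Lrtm1, Plin5, Ttll1, Rpl3l and Hrc had the lowest values, −1.75, −1.72, −1.60, −1.59 and −1.55. Between IZ and BZ2 3333 genes passed, 1496 higher and 1837 lower in IZ, and 3164 went the same way in 3 of 3 sections. Without the 5 dpi section labelled female 2156 passed. Arg1, Spp1, Mmp12, Adam8 and Hmox1 were highest in IZ against BZ2, at log2 5.15, 4.04, 3.95, 3.32 and 3.19. Car14, Ckmt2, Fndc5, Hrc and Cox8b were lowest, at −3.58, −3.47, −3.29, −3.27 and −3.27. Each named gene went the same way in 3 of 3 sections.

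The panel asks how fibroblast genes are distributed over the zones. Its 10 genes were higher in IZ than in RZ in 3 of 3 sections, and 10 passed over all genes and 10 adjusted over the list alone. Cthrc1 (ENSMUSG00000054196) rose from 28.6 CPM in RZ to 376 CPM in IZ at 3 dpi, from 46.6 to 656 CPM in the 5 dpi section labelled female and from 28.2 to 691 CPM in the section labelled male. Its log2 fold change was 3.70 (SE 0.18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p 5.41e-15, 3 of 3 sections). Fn1, Lox, Col1a1, Ddah1, Ptn, Postn (ENSMUSG00000027750), Aspn (ENSMUSG00000021388), Acta2 and Ltbp3 rose by 3.21, 3.06, 2.71, 2.54, 2.11, 1.68, 1.58, 1.41 and 0.95. The fit held 1 effect per zone for 3 and 5 dpi together, so these values pool the time points. The log2 ratio of CPM + 1 for Ddah1 was 1.44 at 3 dpi and 3.32 and 3.51 at 5 dpi. For Ptn it was 1.05, 3.31 and 3.46, and the difference between time points was not tested. Between BZ2 and RZ 8 panel genes passed over all genes and 9 adjusted over the list alone. Ptn was higher in 3 of 3 sections without passing over all genes (log2 1.52, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p 0.153). Acta2 did not go 1 way, with log2 ratios of 0.51, −0.22 and 0.09. Between IZ and BZ2 7 passed over all genes and 7 adjusted over the list alone. Postn (log2 0.24), Ltbp3 (0.30) and Ptn (0.59), each higher in 3 of 3 sections, had edgeR's quasi-likelihood test Benjamini-Hochberg adjusted p of 0.110, 0.224 and 0.333. For Aspn (log2 0.35, 3 of 3 sections) the value was 0.0488 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with a limit of 0.333 its log2 fold change was −0.25. The median log2 CPM ratio of IZ over RZ across the panel had a mean of 2.88 over the sections (SD 0.857, n = 3), and ranged from 2.30 to 3.43 over the alternatives.

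**Figure D2:**
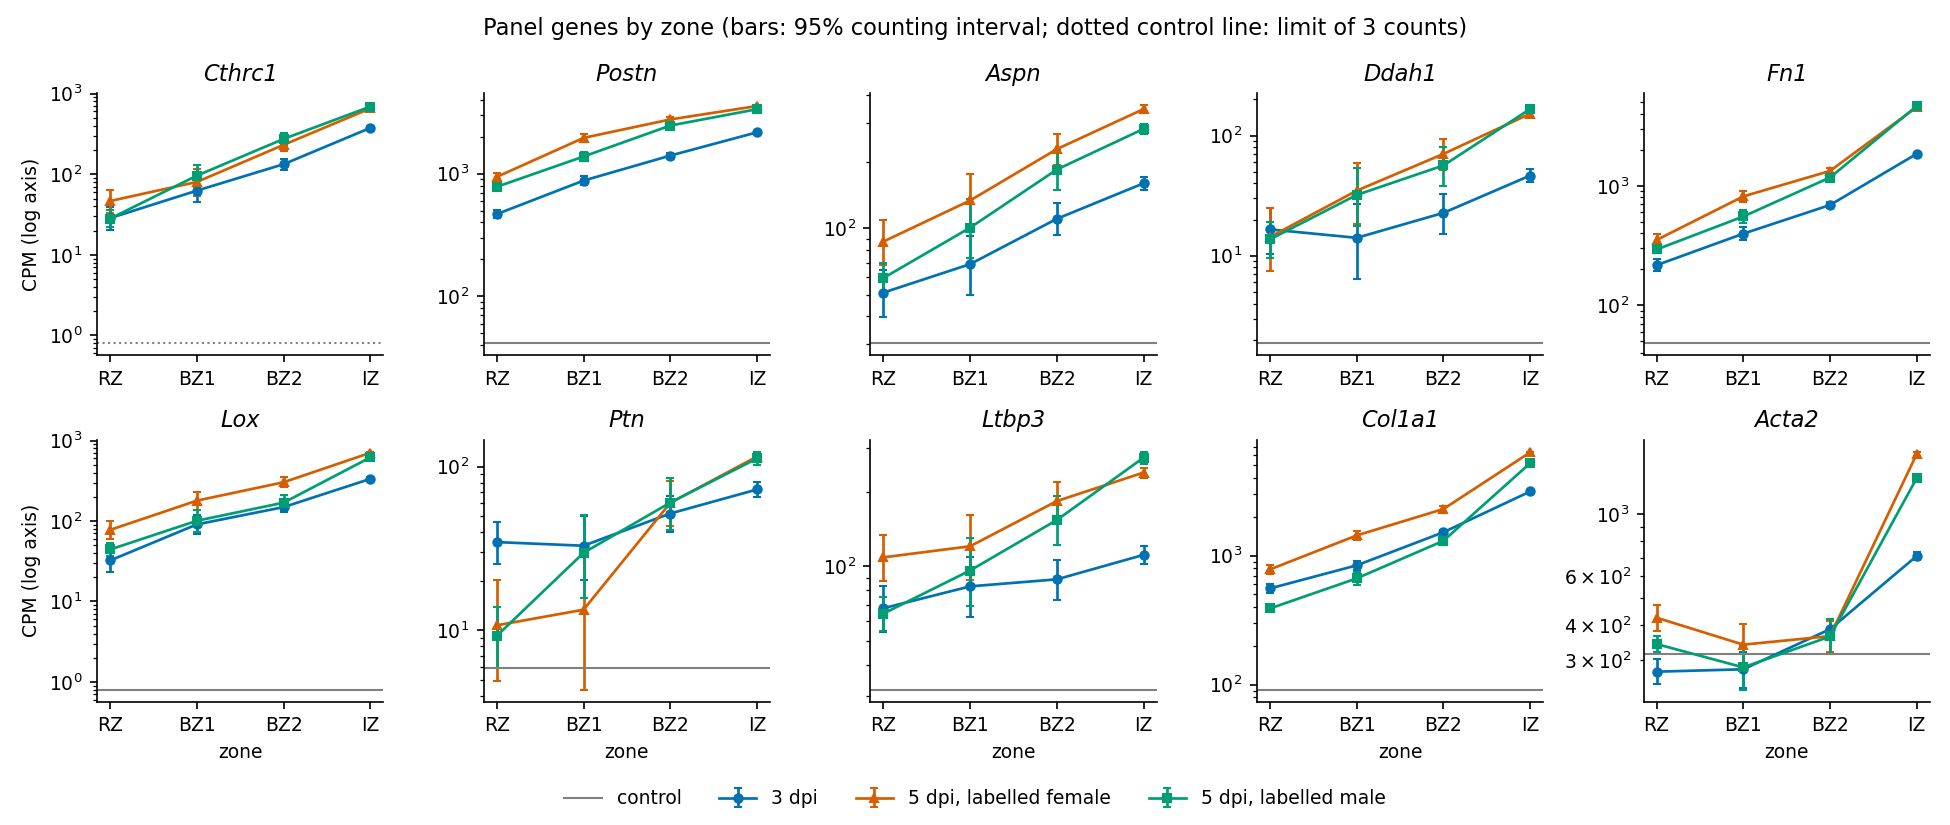
CPM of the panel genes (log axis) by zone, 1 line per infarcted section, with 95% counting intervals as bars and the whole control section as a grey line (dotted at the limit of 3 counts). Cthrc1 lies between 28.2 and 46.6 CPM in RZ and between 376 and 691 CPM in IZ.

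Scores for the RCF, D1 and D2 lists ask where the listed genes, a part of the fibroblast programs of the study, lie. The mean RCF score rose from RZ over BZ1 and BZ2 to IZ in 3 of 3 sections: 0.0846, 0.153, 0.247 and 0.382 at 3 dpi, 0.165, 0.274, 0.375 and 0.538 in the 5 dpi section labelled female, and 0.129, 0.219, 0.342 and 0.555 in the section labelled male. The control was at 0.0134. The difference between IZ and RZ was 0.366 ± 0.0646 for RCF, 0.0850 ± 0.0355 for D1 and 0.0875 ± 0.0332 for D2 (SD, n = 3), each positive in 3 of 3 sections. On the top 10% of genes the D1 difference was 0.131. The median log2 ratios of the 3 lists lay at or above percentile 99.99 of random lists in each section when cardiomyocyte markers were left out of the denominator. Macrophage genes were at 99.98, 100 and 99.99 in the same comparison, so this rank is not particular to the 3 lists. By gene, 6 of 6 RCF genes were higher in IZ than in RZ over all genes and 6 adjusted over the list alone. For D1, 34 of 43 tested genes were higher and 0 lower, 35 and 0 adjusted over the list alone. For D2, 34 of 53 were higher and 6 lower, 34 and 7 adjusted over the list alone. Between BZ2 and RZ the higher genes numbered 5 for RCF, 18 for D1 and 24 for D2 over all genes, and 6, 31 and 29 adjusted over the list alone, with 3 and 4 D2 genes lower. Between IZ and BZ2 they numbered 4, 18 and 19 over all genes and 4, 19 and 21 adjusted over the list alone, with 2 D1 and 10 D2 genes lower under both adjustments.

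**Figure D3:**
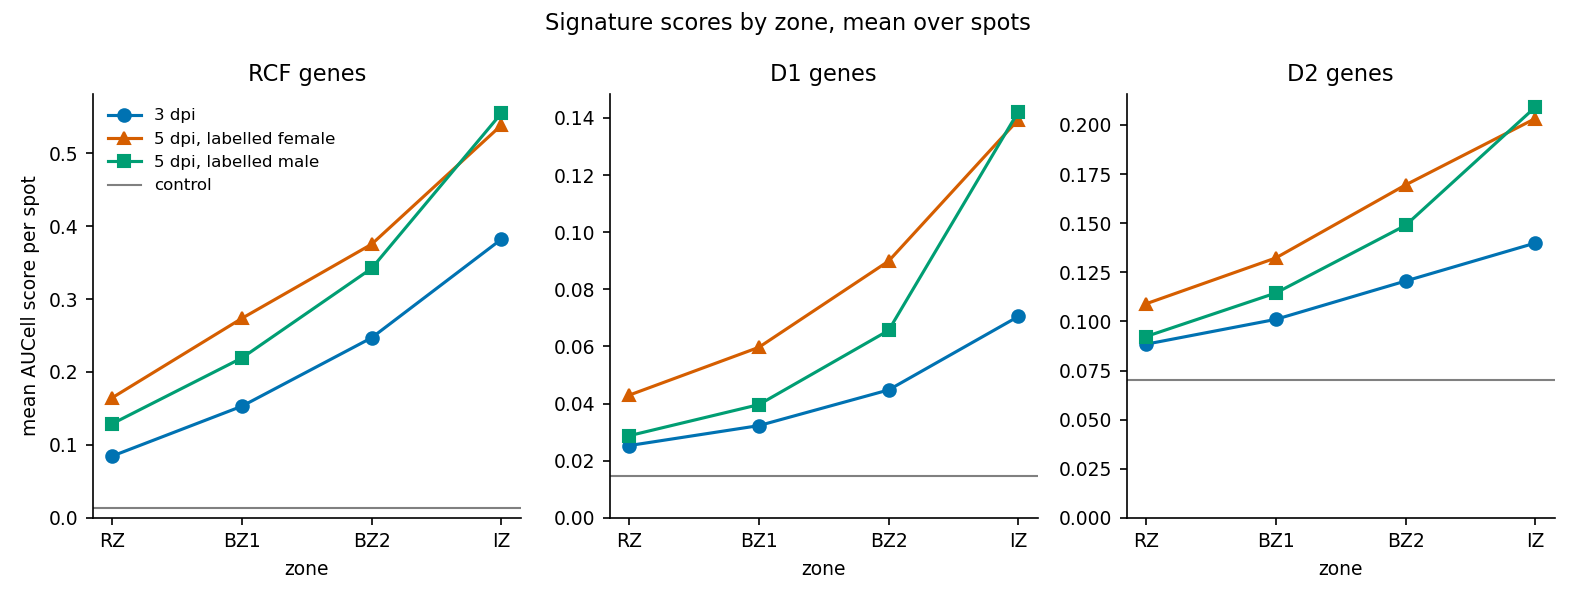
Mean AUCell score of the RCF, D1 and D2 lists by zone, from 0 for no list gene among the top genes, 1 line per infarcted section and a grey line for the control. RCF scores rise from between 0.0846 and 0.165 in RZ to between 0.382 and 0.555 in IZ.

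The balance of D2 and D1 depended on the measure. The D2 score minus the D1 score changed from RZ to IZ by 0.0063, −0.0021 and 0.0034 at 3 dpi and in the 5 dpi sections labelled female and male, a mean of 0.0025 with an SD of 0.0043, which does not exceed the spread between sections. On spots thinned to equal total UMIs it rose in 3 of 3 sections. Over 20 thinnings to equal non-mitochondrial UMIs it averaged 0.0020, 0.0024 and 0.0062, with single thinnings down to −0.0009, −0.0014 and 0.0018. On the top 10% of genes its mean was −0.0185. From RZ to BZ2 it rose by 0.0127, 0.0136 and 0.0197 (mean 0.0153, SD 0.0038), in 3 of 3 sections under each setting except the mean of log2(CPM + 1), with 1 of 3. From BZ2 to IZ it changed by −0.0064, −0.0157 and −0.0164 (mean −0.0128, SD 0.0056), and it fell in 3 of 3 sections under each setting. The ratio of D2 UMIs to D1 UMIs was lower in IZ than in RZ, at 3.51 against 5.19, 3.64 against 3.71 and 3.69 against 4.77, with 7.78 in the control. Without the list genes at 50 CPM or more in the control it was higher in IZ, at 1.58 against 1.17, 1.86 against 1.05 and 1.83 against 1.10, with 1.19 in the control. Leaving out Fn1 as well gave 1.06 against 0.994, 1.12 against 0.877 and 1.06 against 0.891. Col1a2, Fn1 and Bgn made up 52.3%, 61.4% and 61.5% of D2 UMIs in IZ and 22.0%, 26.7% and 19.3% in RZ. Without these 3 genes alone the ratio was 1.67 against 4.04, 1.40 against 2.72 and 1.42 against 3.85.

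Distance to the IZ border was used to follow Cthrc1 relative to Postn, a gene of activated fibroblasts. Cthrc1 UMIs per 100 Postn UMIs in RZ were 6.11 (interval 4.28 to 8.48) at 3 dpi, 4.94 (3.49 to 6.82) in the 5 dpi section labelled female and 3.61 (2.80 to 4.58) in the section labelled male. They reached 21.7, 20.5 and 22.0 more than 4 steps inside the IZ. Postn itself was highest 1 to 2 steps inside, at 2841, 4834 and 5159 CPM, and lower in the core, at 1354, 3218 and 2991 CPM. Aspn peaked at 216, 500 and 439 CPM inside the IZ and fell to 103, 314 and 248 CPM in its core. Cthrc1 itself was at 452, 685 and 836 CPM 3 to 4 steps inside and at 294, 659 and 659 CPM in the core. Over these last steps the ratio rose because Postn fell more than Cthrc1, not because Cthrc1 rose.

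**Figure D4:**
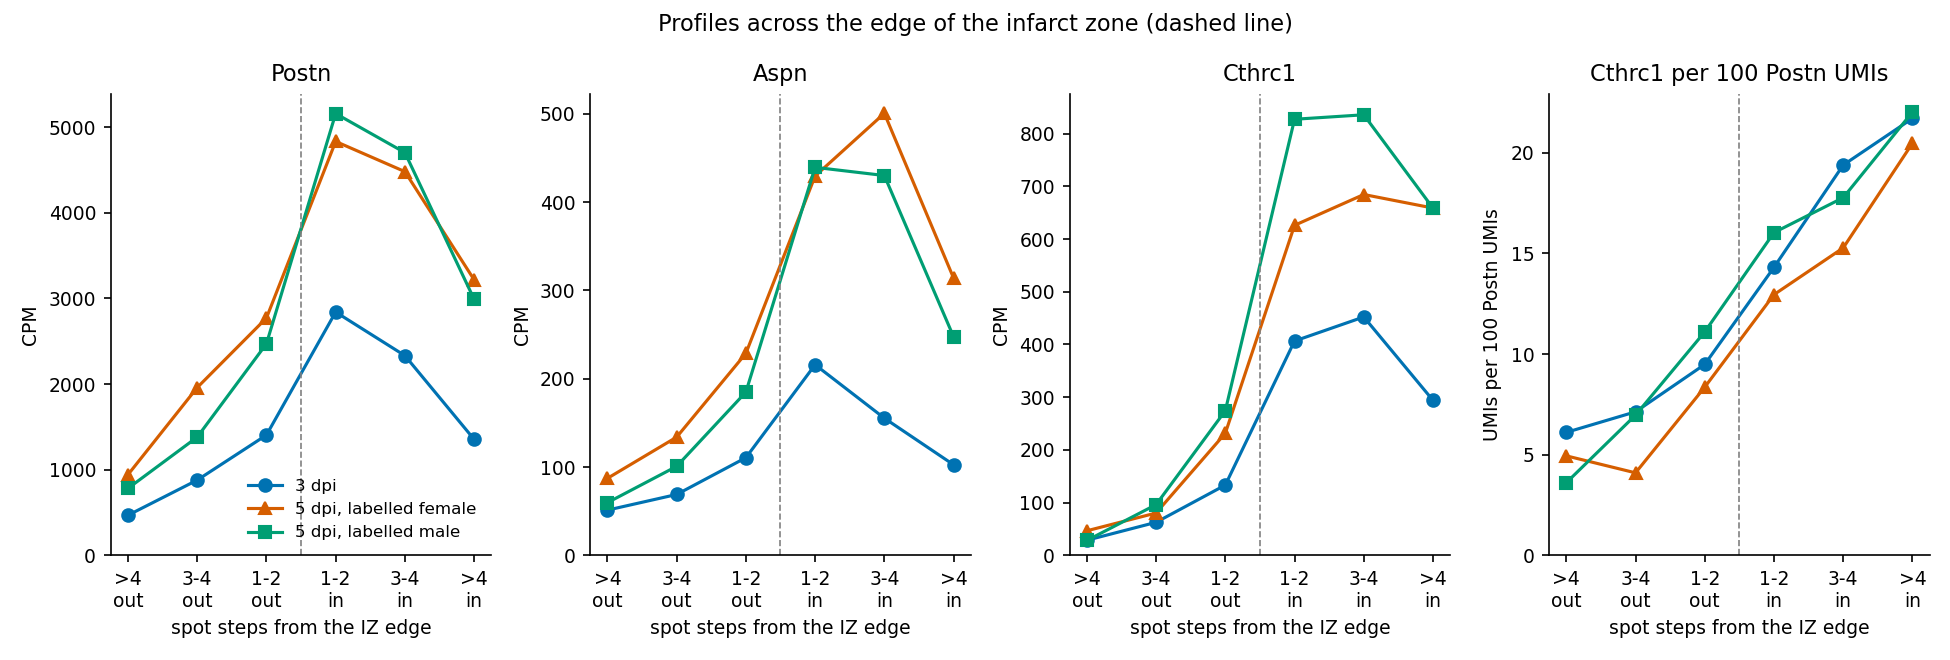
CPM of Postn, Aspn and Cthrc1, and Cthrc1 UMIs per 100 Postn UMIs, by spot steps from the IZ border (dashed line), from outside to inside, 1 line per infarcted section. Postn is highest 1 to 2 steps inside the border, at 2841 to 5159 CPM.

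Spots were also classed by UMIs of these genes, as a counterpart to staining for the same transcripts. After thinning, spots with Postn and Cthrc1 made up 0 of 1031 in the control, 28.4% at 3 dpi and 47.5% at 5 dpi (SD 9.24, n = 2). Without thinning, the last 2 values were 46.1% and 63.2%, and with thinning on non-mitochondrial UMIs 23.8% and 38.3%. In IZ they made up 48.3% at 3 dpi, 71.4% in the 5 dpi section labelled female and 72.9% in the section labelled male, and in RZ 2.47%, 6.32% and 3.59%. With thinning on non-mitochondrial UMIs these were 36.7%, 55.3% and 60.3% in IZ and 3.81%, 4.21% and 2.71% in RZ. Spots with Postn and no Cthrc1 made up 6.11% in the control, 46.7% at 3 dpi and 39.8% at 5 dpi. Spots with Postn and Aspn and no Cthrc1 had a 5 dpi mean of 5.56% in RZ, 12.8% in BZ1, 16.8% in BZ2 and 9.45% in IZ. Those with Postn and Cthrc1 and no Aspn were at 4.23%, 6.0%, 25.7% and 34.1%. With thinning on non-mitochondrial UMIs the 5 dpi means were 5.65%, 9.81%, 19.8% and 11.4% for the former class. For the latter they were 2.84%, 11.5%, 21.5% and 35.0%. Spots with Postn, Aspn and Cthrc1 together were at 0.726%, 3.30%, 11.1% and 38.0%, and with that thinning at 0.623%, 2.66%, 5.78% and 22.9%. All spots with Aspn rose from 28.5% in BZ2 to 47.9% in IZ, and from 25.6% to 34.8% with that thinning. The fall of the class with Aspn and no Cthrc1 from BZ2 to IZ was therefore not a loss of spots with Aspn.

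Whole sections ask how the genes change with time after infarction. Cthrc1 had 0 counts in the control, 260 CPM at 3 dpi and 491 CPM at 5 dpi (SD 80.8, n = 2), at least 324-fold higher at 3 dpi and at least 612-fold higher at 5 dpi. Postn was at 41.4 CPM in the control, 1702 at 3 dpi, and 3216 and 2425 at 5 dpi. Aspn was at 30.2, 127, 307 and 200 CPM in the same order. The median log2 ratio of the RCF genes, with Cthrc1 at its bound, was 5.06 for 3 dpi over control (interval 4.91 to 5.47), 6.11 for 5 dpi over control and 0.98 for 5 dpi over 3 dpi, with 1.20 and 0.72 in the sections. TMM scaling, which shifts the infarcted sections against the control by −0.43, −0.48 and −0.35, gave 4.63 and 5.68 against the control.

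**Figure D5:**
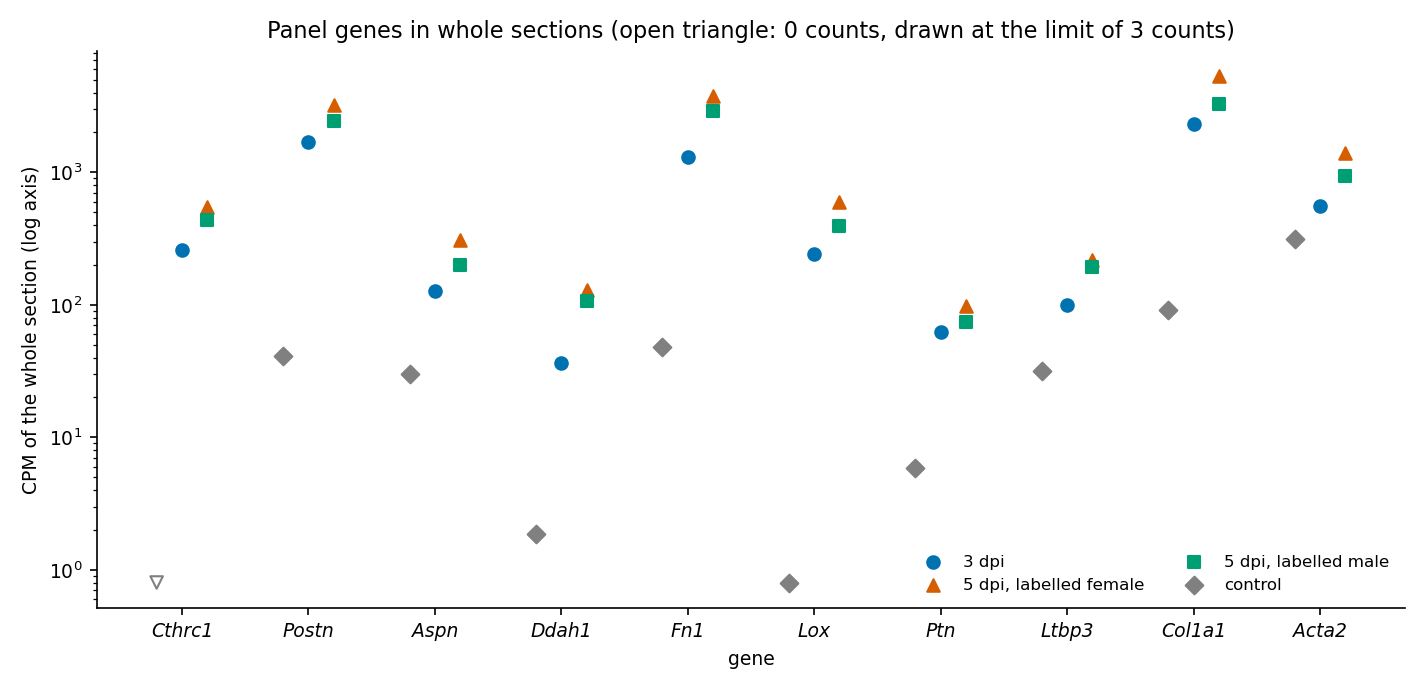
CPM of the panel genes in whole sections (log axis), 1 point per section, with an open triangle for 0 counts at the limit of 3 counts. Cthrc1 is at 0 counts in the control, 260 CPM at 3 dpi, and 548 and 433 CPM at 5 dpi.

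Among 3524 genes at 50 CPM or more in a section, 11 were at least 2-fold higher and 53 at least 2-fold lower at 3 dpi than in the nearer 5 dpi section, while 22 were at least 2-fold higher and 75 at least 2-fold lower in the 5 dpi section labelled female than in the section labelled male. The 3 dpi value lay outside the 5 dpi range for 69.5% of genes, where chance gives 66.7%. Eef1a2, Fbxl22, Mylk4, Nppb and Lrtm1 were 2.79, 2.64, 2.42, 2.40 and 2.24 times as high at 3 dpi. Comp was at 5.97 CPM at 3 dpi and at 117 and 130 CPM at 5 dpi, 19.6 times as high in the nearer section, before Fmod at 8.84, Ccn5 at 7.88, Cemip at 7.05 and Wfdc18 at 5.60. Against the control, 915 genes were at least 2-fold higher and 304 at least 2-fold lower in the nearest infarcted section, and 91.4% lay outside the infarcted range, where chance gives 50%. Spp1 was at least 1302-fold higher, Sprr1a at least 774-fold and Cthrc1 at least 324-fold. Lox, with 3 counts in the control (interval 0.165 to 2.34 CPM), was 299.5 times as high and Timp1 280.0 times. Timp4, Ces1d, Adhfe1, Ttll1 and Kcnip2 were 13.3, 10.3, 5.66, 5.42 and 4.96 times as high in the control.

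Marker lists asked which cell types went with the zones. Between IZ and RZ 8 of 8 macrophage genes, 3 of 3 tested neutrophil genes, 4 of 5 cycling genes, 4 of 7 fibroblast genes and the 1 tested mesothelial gene were higher in IZ in the edgeR test. Lower in IZ were 4 of 6 endothelial genes, 3 of 5 mural genes, 4 of 4 erythroid genes, 5 of 8 border cardiomyocyte genes and 1 fibroblast gene, and 1 border cardiomyocyte gene was higher. These calls come after the TMM shift, and in summed CPM the endothelial, mural and border cardiomyocyte lists did not fall in every section. Endothelial genes went from 603 CPM in RZ to 687 CPM in IZ at 3 dpi, with 5 of 6 genes higher, and from 808 to 516 and 651 to 610 CPM at 5 dpi. Mural genes went from 397 to 234 CPM at 3 dpi, and from 474 to 293 and 321 to 340 CPM at 5 dpi. Border cardiomyocyte genes rose to 20314 CPM in IZ at 3 dpi and to 17557 CPM in the 5 dpi section labelled male, and fell to 11913 CPM in the section labelled female. Adjusted over the list alone the counts were the same, except for 5 endothelial genes. The 1 tested atrial gene did not pass. Lymphocyte genes were too low to test, at 16.2, 15.7 and 21.3 CPM in IZ against 1.51, 2.39 and 3.63 CPM in RZ.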

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

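The tests on infarct and erythroid genes in the spots outside the marked tissue and on Ddah1, Ptn and Acta2 were chosen only after the result was seen.

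The 5 dpi section labelled male holds 623 spots with counts that are not marked as lying under tissue, with 2428772 of the 12130474 UMIs of its matrix. The main comparisons leave them out, and they stand out because infarct genes in them exceed the control. Pooled over these spots, Cthrc1 was at 487 CPM against 0 counts, Postn at 2014 CPM against 41.4 CPM and the GFP transcript at 8138 CPM against 688 CPM. The patches differed, with Cthrc1 at 435 CPM in a patch of 319 spots and 642 CPM in a patch of 174 spots. In a patch of 50 spots Cthrc1 was at 10.2 CPM (2 UMIs) and Postn at 394 CPM. Cardiomyocyte genes there were at 84597 CPM, near the 81801 CPM of RZ. In the patch of 174 spots, inside the heart outline, erythroid genes were at 109293 CPM, against 11897 CPM in the IZ. Spread of RNA from neighbouring tissue may explain such counts and predicts a fall with distance. In that patch the median per spot was 6032 UMIs at 3 or more steps from marked spots, 75.1% of the 8033 UMIs at 1 to 2 steps, and in an outer patch it was 51.4%. Over all these spots the median rose from 2265.5 to 3623 UMIs and Cthrc1 from 384 to 604 CPM, in patches mixed over the distances. Within that outer patch Cthrc1 rose from 388 to 556 CPM and the GFP transcript from 10954 to 14890 CPM, while Postn fell from 1371 to 1085 CPM. Within the inner patch Cthrc1 fell from 736 to 614 CPM and the GFP transcript from 11480 to 6436 CPM. For the infarct genes, spread and tissue left out by hand cannot be told apart. The fall is partial, the genes went both ways and the files hold no image. Erythroid genes made up 4.96% of UMIs in the inner patch at 1 to 2 steps and 12.7% at 3 or more steps, against 0.817% in the 35 marked spots within 2 steps of it, of which the highest had 2.56%. This excludes spread from the neighbouring marked tissue as the source of the erythroid RNA. No biological explanation was tested.

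For 3 panel genes the change from RZ to BZ1 went 1 way at 3 dpi and the other way in both 5 dpi sections. The log2 ratio of Ddah1 was −0.23 at 3 dpi and 1.28 and 1.23 at 5 dpi. That of Ptn was −0.0743, then 0.32 and 1.68, and that of Acta2 was 0.0287, then −0.32 and −0.28. The difference between the time points was not tested. Counting error at 3 dpi may be enough to explain the direction. The 95% interval of the 3 dpi ratio reached 1.92 for Ddah1, from 9 UMIs in BZ1 and 22 in RZ, and 1.62 for Ptn, from 21 and 46. For Acta2 it reached down to 0.847. Each of these bounds lies on the side of the 5 dpi sections. In the 5 dpi section labelled female, Ptn had 5 UMIs in BZ1 and 9 in RZ, with an interval of 0.328 to 4.14. The direction of Ptn is therefore not resolved in that section either. A change between 3 and 5 dpi stays open and untested.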

How the results depend on the processing

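The use of all spots of each matrix, thinning on non-mitochondrial UMIs, the omission of list genes from the D2 to D1 ratio and the comparison of RCF genes within the IZ were chosen only after the result was seen, and the other alternatives were planned. Of 1577 values recomputed for 151 results, 1392 kept their direction and their side of the threshold or moved by less than their spread, 41 became weaker, 10 stronger, 131 moved and 3 reversed.

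The count for IZ against RZ stayed within 1.5 times its value, between 4255 and 5992 genes. For BZ2 against RZ, 852 genes became 59 without the block for sections, which by construction adds the differences between hearts to the error. It was 1479 with a limit of 0.333 and 428 with a limit of 0.667, and the cause was not tested. Leaving out 1 section, which leaves fewer samples, gave 187 to 715 genes, the lowest without the 5 dpi section labelled female, and 451 without the section labelled male. For IZ against BZ2 the same fits gave 2156 to 2985 genes, against 3333, the lowest again without the section labelled female. Aspn reversed between IZ and BZ2 with a limit of 0.333, from a log2 of 0.35 to −0.25 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p 0.195), and the cause was not tested. Among named and panel genes, 24 values for BZ2 against RZ became weaker and 4 stronger, 15 and 6 for IZ against BZ2, and 2 weaker for IZ against RZ.

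The IZ share moves with the limit by construction. At 3 dpi it was 37.1% with a limit of 0.333, 64.0% with 0.667 and 70.3% with percentile 1 of the control. In the 5 dpi section labelled female these were 62.6%, 76.0% and 85.5%, and 71.8% with small patches kept. In the section labelled male they were 43.9%, 55.4% and 71.3%, and 57.0% with all spots of the matrix.

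Scores as a mean of log2(CPM + 1) are on another scale, with IZ minus RZ at 4.96 for RCF, 2.21 for D1, 1.82 for D2 and −0.39 for D2 minus D1. On the top 10% of genes D1 was 0.131 and D2 minus D1 −0.0185, and with a limit of 0.667 D2 minus D1 was 0.00686. The cause was not tested. The sign of D2 minus D1 from RZ to IZ is therefore not settled by these data. With the full lists the ratio of D2 to D1 UMIs stayed lower in IZ, with a mean log2 between −0.48 and −0.20. It reversed from −0.32 to 0.66 without list genes at 50 CPM or more in the control and to 0.23 with Fn1 left out as well, and moved to −1.22 without the 3 highest D2 genes. The direction depends by construction on which list genes are kept.

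The median RCF change for 3 dpi over control was 4.63 with TMM scaling. For 5 dpi over control it was 5.68 with TMM scaling and 6.63 with CPM of all UMIs, which by construction counts the mitochondrial UMIs. For 5 dpi over 3 dpi it stayed between 0.72 and 1.20.

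Spot classes move with depth by construction. Spots with Postn and Cthrc1 were 46.1% at 3 dpi and 63.2% at 5 dpi unthinned, and 9.32% and 25.7% at 2 UMIs or more. Spots with Postn and no Cthrc1 were 11.5% in the control, 37.3% at 3 dpi and 29.7% at 5 dpi unthinned, and 0.291%, 51.4% and 49.9% at 2 UMIs or more. Thinned on non-mitochondrial UMIs, the classes were 23.8% with and 50.4% without Cthrc1 at 3 dpi, and 47.0% without it at 5 dpi.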

Other observations

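The tests on non-mitochondrial depth, on the sex labels, on Cthrc1 per Postn, on list genes of the uninjured heart and on RCF genes within the IZ were chosen only after the result was seen, and those on zone labels, cardiomyocyte RNA and total depth were planned.

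Within sections the 2 zone labels of a comparison can be assigned in 4 ways. For IZ against RZ 1 of the 4 gave as many genes, as did 1 of the 4 for BZ2 against RZ and 1 of the 4 for IZ against BZ2, the real assignment each time. With 4 assignments this share cannot fall under 0.05.

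Loss of cardiomyocytes lowers the denominator for every other gene. With cardiomyocyte markers and mitochondrial genes out of the denominator, the lowest percentile of the RCF, D1 and D2 lists among random lists was 99.99, while endothelial genes were at 42.2, 2.58 and 19.94 and mural genes at 0.76, 1.44 and 14.85 in the 3 sections. Leaving genes out of the denominator can hardly move these percentiles, because it shifts a list and its random lists about alike. Macrophage genes were at 99.98, 100 and 99.99 and neutrophil genes at 99.98, 98.37 and 99.83. Fibroblast markers were at 95.64, 93.75 and 93.31. High ranks are therefore not particular to the RCF, D1 and D2 lists. A lower denominator would raise the lists of all other cells alike. The endothelial and mural lists stayed below the others, which argues against this loss as the whole source.

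The D2 minus D1 score rose from RZ to IZ in 2 of 3 sections. A difference in depth between zones may have caused this. After thinning to equal total UMIs the lowest difference of the 3 sections was 0.0053, but IZ spots still held at least 1.37 times the median non-mitochondrial UMIs of RZ spots, so this does not test it. With non-mitochondrial UMIs made equal, the lowest difference was 0.0031 in a first thinning and 0.0020 as a mean of 20, where the standard error over spots was 0.0021 and single thinnings went down to −0.0009. That lowest mean, at 3 dpi, is no larger than its error, and neither is the mean of the 5 dpi section labelled female, 0.0024 with an error of 0.0029. In the section labelled male the mean was 0.0062 with an error of 0.0022, and single thinnings stayed at 0.0018 or above. With 1 such section, a score change and a difference in depth cannot be told apart over the 3 sections. Since other score settings gave a negative difference, no direction is claimed.

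The ratio of D2 to D1 UMIs was lower in IZ than in RZ. A candidate explanation is that D2 holds more genes that the uninjured heart also expresses. The test of genes of the lists that the uninjured heart also expresses left out list genes at 50 CPM or more in the control, and then 0 of 3 sections had a lower ratio in IZ. With Fn1 left out as well the mean log2 of IZ over RZ was 0.23, and without the 3 highest D2 genes alone it was −1.22. Those genes of the uninjured heart made up 90.3% of D2 UMIs in the control and 61.3%, 55.3% and 56.8% in IZ.

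The Y-linked UMIs may reflect an exchange of the sex labels of the 5 dpi sections. The section labelled male had 0.163% of the Y-linked UMIs that the level of the section labelled female would give. A swap with an outside sample or a single wrong label for each is not excluded. The 4 genes that escape X inactivation were 1.23 times as high in the section labelled male, but the control was at 0.897 and the 3 dpi section at 1.32 times the section labelled female, so they decide little.

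Cthrc1 per Postn UMI rose from RZ to the IZ core by 3.55, 4.14 and 6.11 times. At 1 to 2 steps outside, the ratio was at most 0.692 of that at 1 to 2 steps inside. Spread of IZ RNA would level this ratio across the border and may make the rise more gradual, and the value decides nothing about that. A change in fibroblast state toward the core stays open as a hypothesis.

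RCF genes were higher at 5 dpi than at 3 dpi. A larger IZ may explain this in the section labelled female, with 69.1% of spots against 50.7% at 3 dpi. In the section labelled male the share was 48.1%, not larger, though with a limit of 0.333 it was 43.9% against 37.1%. If the share were the source, the genes would be no higher within the IZ alone. There, 6 of 6 genes were higher in both 5 dpi sections, with a median log2 ratio of 0.94 in the section labelled female and 0.88 in the section labelled male, and at the lowest 0.91 and 0.73 over the zone settings. The IZ share is therefore excluded as the whole source. Within the IZ the fibroblast marker list rose as well, from 7845 CPM at 3 dpi to 14527 and 13046 CPM at 5 dpi. The rise is thus not confined to RCF genes, and these values do not show more RCF RNA per fibroblast. With 1 section at 3 dpi, time and differences between hearts stay open and untested.

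GFP UMIs per Col1a1 UMI were 7.53 in the control (interval 6.72 to 8.45), 0.836 at 3 dpi (0.819 to 0.854), and 1.20 and 1.99 at 5 dpi. From RZ to IZ they fell from 1.57 to 0.777, 2.42 to 1.17 and 6.34 to 1.77.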
